A study of Mus musculus with 4 samples. Its data were reported in "Industrial Trans Fatty Acids Stimulate SREBP2‐Mediated Cholesterogenesis and Promote Non‐Alcoholic Fatty Liver Disease" (2019).

How the data were processed

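The authors treated Hepa1-6 cells for 24 h with 1 of 3 fatty acids bound to albumin (elaidate, oleate, or palmitate, each at 500 µM) or with the vehicle of ethanol and KOH. The labels do not make clear whether the Control medium also held albumin, and the study's methods name only ethanol and KOH for the vehicle. If that medium held no albumin, each difference from Control includes any effect of albumin. Differences between the fatty acids, all given with albumin, do not involve Control. RNA of 6 samples per group was pooled before hybridization, so each group is 1 Affymetrix whole-transcript array and the series holds 4 arrays. Groups were taken from the treatment given in the sample labels.

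The deposited values are log2 signals of 41345 probe sets, which the authors made with the robust multi-array average (RMA): background correction, quantile normalization between arrays, and summary per probe set. The RMA version is not given in the sources used here. The deposited log2 values had medians of 2.96 to 3.01 and maxima of 13.5 on all arrays. Quantile normalization gives the arrays the same distribution, so a shift of all genes in 1 group cannot be seen. RMA also compresses differences of dim probe sets. The probe sets are those of the array maker's transcript clusters, whereas the study's methods describe probe sets redefined per Entrez gene and another version of the array, so gene counts here are not over the same gene set as in the study.

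Probe sets were named through the platform annotation: 23521 had 1 gene symbol, 1814 had several and were not named, and 16010 are unnamed here. Symbols were updated through the Entrez ID to the RefSeq gene table of assembly GRCm38.p6, in which 23328 (99.2%) were found. Of the 22180 genes, 1082 had several probe sets and were represented by the brightest, that is, the one with the highest mean log2 signal. Among 280 genes with several probe sets above the filter, the median SD between a gene's probe sets was between 0.131 and 0.171 on the log2 scale. No coordinates are given, since the build of the array annotation is not given in the sources used here. Genes were kept where the mean linear signal over the 4 arrays was above 20, which left 9465 genes, 9057 of them protein-coding.

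Log2 differences between arrays were computed per gene for 6 comparisons, and genes were counted at a fold of at least 1.5 in either direction; filter and fold are the thresholds stated by the study. With 1 array per group, no test was run and no p-value or SD is given, and the number of arrays limits the precision. The share of genes at or below the filter that lay 1.5-fold apart was set beside each count. The median of each of 28 gene lists, fixed before the data were examined, was placed among 10000 random lists of the same size, matched on mean expression in 20 bins. A list is said to stand apart below percentile 2.5 or above 97.5, a description of these arrays. Lists with fewer than 3 members above the filter were left out, which left 26 lists and 156 medians, of which 79 stood apart. By chance 7.8 would, if lists and the genes within a list varied independently, which was not tested, so the 2 numbers are no test. The 156 include a list of genes from the study's text, which the study chose on these cells. List members were matched by official symbol or by a synonym held by 1 gene, and members with no named probe set were not analysed here. The lists covered lipid and cholesterol pathways, stress responses, the cell cycle, inflammation, housekeeping functions, and markers of hepatocytes and of other liver cell types; 9 pairs of lists share members, at most 6 genes.

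Genes named in the text were chosen by a rule fixed before the data were examined. For each comparison with Control and for elaidate against oleate, these are the 8 highest and 8 lowest genes with an established symbol and up to 4 members with the largest differences in each list that stood apart. A list of 11 cholesterol-related genes from the study's text and a set of related sterol and stress genes were added, as was each cholesterol synthesis gene.

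Because 3 comparisons share the Control array, correlations and overlaps were set beside 100 simulated draws of 4 unchanged arrays. Their noise, per expression bin, came from the difference between oleate and Control and thus also holds any real effect of oleate. These were the 2 most alike arrays, and whether the noise of the other arrays was larger is not known. Scripts were tested on simulated data with the same noise over 9465 genes: 96% of genes changed by a log2 of 1 and 92% of those changed by -1 were called, as were 100% at 2 and -2, and 3.16% of unchanged genes were called. Of 200 random lists of 16 unchanged genes, 4.5% stood apart.

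Alternatives fixed before the data were examined were no signal filter, a mean signal above 50, the highest of the 4 signals above 20, a fold of 2, differences centered on their median, a lowess correction of the difference on mean log2 signal (span 0.3), and log2(linear signal + 16). For lists, the mean over members and unmatched random lists were also used, and for correlations Spearman's rho. The mean over a gene's probe sets, protein-coding genes only, and the lowess correction of overlaps were added after seeing the data. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, and matplotlib 3.10.9.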

Results

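Gene expression was measured in mouse Hepa1-6 hepatoma cells, a line derived from a liver tumor, after treatment for 24 h with a fatty acid at 500 µM or with vehicle. The fatty acids were elaidate, the main trans-unsaturated fatty acid of industrial fats, oleate, its cis geometric isomer, and palmitate, a saturated fatty acid. Each of the 4 groups was represented by 1 array that had been hybridized with RNA pooled from 6 samples. Hence there were no replicate arrays, no test between groups was possible, and the values below describe these 4 arrays. A gene is called higher or lower where its log2 signals differed by at least 1.5-fold, among the 9465 genes with a mean signal above 20. Arrays of Control and oleate were nearest to each other, with a correlation of 0.987 across these genes, followed by elaidate and palmitate at 0.981. All 4 other pairs lay between 0.948 and 0.959.

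The comparison of elaidate with Control asks which genes respond to an industrial trans fatty acid. Genes of cholesterol synthesis were higher with elaidate: 14 of the 16 members measured were higher, none was lower, and their median was 1.82-fold above Control. Among the named genes above the signal limit, the one furthest above Control was *Arg2*, the mitochondrial arginase, with a log2 difference of 3.46, followed by *Serpina7*, which encodes thyroxine-binding globulin, at 3.41. In the other direction, 21 of 28 cell cycle genes were lower. In total, 756 genes were higher and 950 were lower, or 18.0% of the genes. The excess of lower genes turned to 872 higher and 821 lower after median centering, and to 898 and 781 after the lowess correction. Among the 12715 genes at or below the signal limit, 9.24% lay as far apart, which gives a rough level of array noise at low signal.

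Among the cholesterol synthesis genes, *Tm7sf2*, a sterol reductase, had a log2 difference of 1.64 between elaidate and Control, *Pmvk*, phosphomevalonate kinase, of 1.45, *Hsd17b7* of 1.22, and *Fdft1*, squalene synthase, of 1.08. *Nsdhl*, *Mvd*, and *Fdps* followed at 1.05, 1.02, and 1.01. The members within 1.5-fold of Control were *Sc5d* at 0.49 and *Mvk*, mevalonate kinase, at -0.10. The list's median of 0.86 lay at percentile 100 of 10000 random lists matched on mean expression. Genes of SREBP control and cholesterol uptake had a median of 0.41 at percentile 99.9, with 4 of 13 higher, including *Insig1*, which retains SREBPs in the endoplasmic reticulum (ER), at 0.95, and *Npc2*, a lysosomal cholesterol carrier, at 0.94. *Srebf2* itself differed by 0.41, *Srebf1* by -0.47, and *Scap* by -0.33, all within 1.5-fold. A further list held 11 genes of cholesterol metabolism, a part of the genes that the study's text names. Of its 9 measured members, 8 were higher with elaidate (median 0.95), 8 were lower with oleate (-1.06), and none was past 1.5-fold with palmitate (0.15). That list was chosen by the study on these cells, so it is not independent evidence of a direction. The cholesterol synthesis list shares 6 genes with it and is to that extent not independent either.

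**Figure D1:**
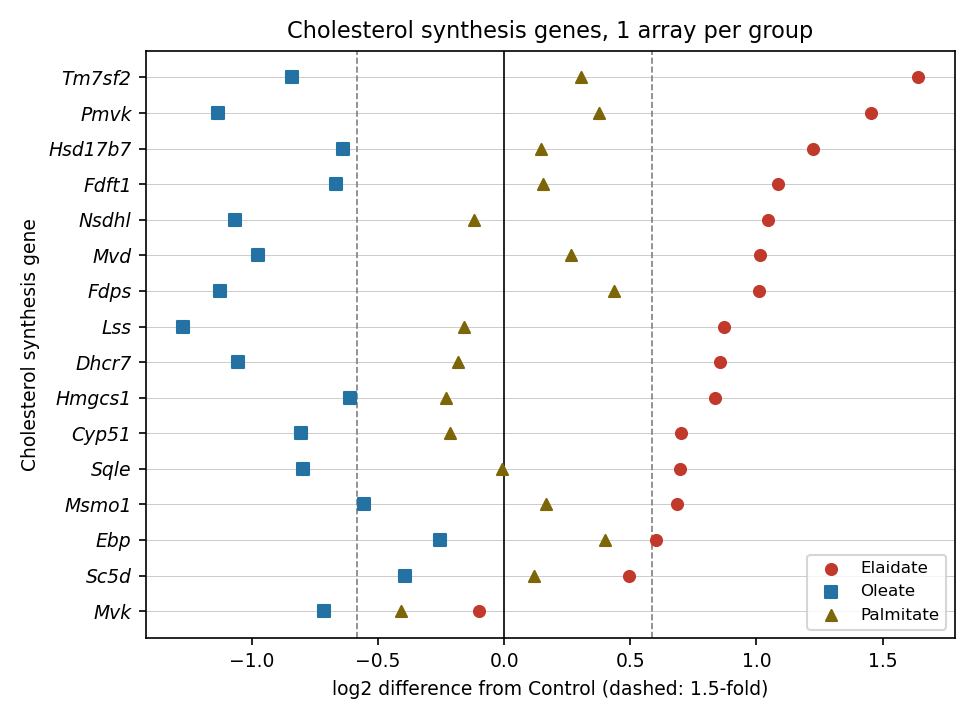
The horizontal axis gives the log2 difference from Control of each of the 16 cholesterol synthesis genes (vertical axis), with 1 point per fatty acid and dashed lines at 1.5-fold. The elaidate points of 14 genes lie right of the upper line and the oleate points of 13 genes lie left of the lower line, while all 16 palmitate points lie between the lines.

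Some other lipid genes were also higher with elaidate. In the list of triglyceride synthesis and lipid droplets (median 0.37, percentile 99.9), 6 of 14 genes were higher and 1 was lower, led by *Hilpda*, a lipid droplet protein that inhibits lipolysis, at 1.97, *Lpin2* at 1.46, and *Plin2*, the lipid droplet coat protein, at 1.23. Fatty acid oxidation and PPAR targets had 6 of 17 genes higher (median 0.40, percentile 100.0), among them *Cpt1a*, the carnitine palmitoyltransferase of the outer mitochondrial membrane, at 2.03 and *Vnn1* at 1.79. Fatty acid synthesis genes went both ways: *Acss2*, which makes acetyl-CoA from acetate, was higher at 1.20 and *Acaca*, acetyl-CoA carboxylase, was lower at -0.70. Their median of 0.24 lay just past the upper bound, and it no longer stood apart under 6 of the alternative settings. Genes of cholesterol esterification and export (median -0.17, percentile 33.3) and LXR targets (-0.16, percentile 27.1) did not stand apart. *Abca1* and *Abcg1*, both cholesterol exporters, were within 1.5-fold at -0.17 and -0.54.

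Cell cycle genes had a median of -0.84 between elaidate and Control, at percentile 0. *Ccne1*, a cyclin of S phase entry, differed by -1.52, *Mcm5*, a subunit of the replicative helicase, by -1.29, *Cdc20* by -1.16, and *Birc5* by -1.14. The median of the proteasome genes lay below Control by a smaller amount, at -0.32 (percentile 0.13), and 1 of 23 members was past 1.5-fold. NRF2 targets, which act against oxidants, were higher in 7 of 15 cases (median 0.55, percentile 100), led by *Mgst1* at 2.06 and *Hmox1*, heme oxygenase, at 1.77. In the glycolysis and hypoxia list (median 0.53, percentile 100) 7 of 17 genes were higher, including *Bnip3* at 2.06 and *Ndrg1* at 1.90. Autophagy and lysosome genes had 5 of 17 higher (median 0.41, percentile 100), among them *Mcoln1*, a lysosomal calcium channel, at 0.87. Interferon response genes had 4 of 7 higher (median 0.61, percentile 100.0), with *Usp18* at 1.19 and *Stat2* at 1.09. ER chaperones and XBP1/ATF6 targets had 1 of 22 higher and did not stand apart (median 0.12, percentile 95.5). ATF4 and CHOP targets went both ways, with 7 of 23 higher and 4 lower. Their median was -0.12 and their mean was 0.09, and they did not stand apart either (percentile 23.7). *Ddit3*, which encodes CHOP, differed by 0.47, *Herpud1* by 0.50, and *Xbp1* by 0.41.

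Further genes far above Control with elaidate were *Dhrs3*, a retinaldehyde reductase, at a log2 difference of 2.99, *Lcn2*, an acute-phase protein that binds siderophores, at 2.75, the chemokine *Cxcl5* at 2.49, *Cp*, ceruloplasmin, at 2.48, *Fam20a* at 2.39, and *Lbp*, the lipopolysaccharide-binding protein, at 2.32. Those far below were *Serpinb2*, a plasminogen activator inhibitor, at -2.51, *Spc24*, a kinetochore protein, at -1.81, *Eprn* at -1.80, *Arsj* at -1.77, *Gadd45g* at -1.73, *Cth*, which makes cysteine from cystathionine, at -1.71, the histone gene *H2bc9* at -1.67, and *Lmcd1* at -1.61.

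Oleate served as the cis-unsaturated fatty acid for comparison. With oleate, cholesterol synthesis genes were lower than in Control: 13 of 16 were lower, none was higher, and the median was 1.74-fold below Control. The cholesterol exporters *Abcg1* and *Abca1*, both LXR targets, were the genes furthest below Control of those named, at 4.52-fold and 3.09-fold. Cell cycle genes did not stand apart (median 0.05, percentile 95.7, none of 28 past 1.5-fold). Fewer genes were called than with the other fatty acids: 175 were higher and 203 were lower, or 3.99%. That share was below the 8.57% of genes at or below the signal limit, and it was 8.49% in the dimmest of 4 equal classes of genes by signal and 1.44% in the brightest. After the lowess correction the split was 230 higher and 162 lower.

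The median of the cholesterol synthesis list with oleate was -0.80 at percentile 0, and its lowest members were *Lss*, lanosterol synthase, at -1.27, *Pmvk* at -1.14, *Fdps* at -1.13, and *Nsdhl* at -1.07. *Insig1* (-1.13) and *Acss2* (-1.08) were also lower, while genes of SREBP control and cholesterol uptake as a list did not stand apart (median -0.12, percentile 5.28, 1 of 13 lower), though their mean of -0.17 did. LXR targets had 4 of 6 lower (median -0.87, percentile 0), including *Srebf1* at -1.01 and *Lpcat3*, a phospholipid-remodeling enzyme, at -0.74. With no signal filter, that list was at percentile 2.73 and no longer stood apart. Cholesterol esterification and export genes had 2 of 5 lower, *Abcg1* and *Abca1*, with a median of -0.49 at percentile 0.06. In fatty acid synthesis, 5 of 11 genes were lower (median -0.54, percentile 0), among them the desaturase genes *Fads2* at -1.60 and *Scd1* at -1.41. Triglyceride synthesis and lipid droplet genes had 3 of 14 lower and 1 higher (median -0.22, percentile 0.03). *Gpam*, which starts glycerolipid synthesis, was lower at -1.05 and *Hilpda* was higher at 0.61.

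Of the ATF4 and CHOP targets, 5 of 23 were lower with oleate (median -0.37, percentile 0), with *Trib3* at -1.46 and *Chac1*, which degrades glutathione, at -1.26. Hepatocyte identity genes stood apart by a small amount (median -0.31, percentile 0.01), with none of 11 past 1.5-fold; *Fgb* differed by -0.50 and *Hnf4a* by -0.47. Autophagy and lysosome genes had a median of -0.16 (percentile 0.44) and mitochondrially encoded genes of 0.09 (percentile 98.0), both with no member past 1.5-fold, and neither stood apart under all alternatives. ER chaperones (median -0.09, 2 of 22 lower), fatty acid oxidation and PPAR targets (0.09, percentile 97.4), NRF2 targets (-0.10, percentile 7.38), and the glycolysis and hypoxia list (0.05) did not stand apart, though the mean of the ER list, -0.15, did. The genes furthest above Control were *Zfp944* at 1.60, the chemokine *Ppbp* at 1.55, *Lce1h* at 1.28, *Zfp942* at 1.27, *Socs2*, a feedback inhibitor of cytokine signaling, at 1.25, *Arhgap29* at 1.23, *Gpr137b* at 1.20, and *Ccdc18* at 1.13. Besides genes given above, *Ihh*, a hedgehog ligand, *Notum*, an inhibitor of Wnt proteins, and *Gmppb* were low at -1.43, -1.43, and -1.41.

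Palmitate served as the saturated fatty acid for comparison. It went with higher expression of ER stress genes: 11 of 22 ER chaperones and XBP1/ATF6 targets and 14 of 23 ATF4 and CHOP targets were higher than in Control. *Ddit3*, which encodes the stress transcription factor CHOP, was 9.88-fold higher and *Atf3* 8.00-fold higher. The cholesterol synthesis genes were all within 1.5-fold of Control, with a median of 0.13 at percentile 91.4. Cell cycle genes were lower in 27 of 28 cases, with a median 2.06-fold below Control. In total, 872 genes were higher and 875 were lower, or 18.5%, against 9.38% at or below the signal limit.

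The ER list had a median of 0.67 with palmitate (percentile 100), led by *Dnajb9* at 2.32, *Sdf2l1* at 2.22, *Herpud1* at 1.77, and *Creld2* at 1.47. The ATF4 and CHOP list had a median of 0.81 (percentile 100) with 1 member lower; *Trib3* differed by 2.67 and *Nupr1* by 2.48. NRF2 targets had 9 of 15 higher (median 0.76, percentile 100), with *Hmox1* at 2.82, *Gsta4*, which detoxifies lipid aldehydes, at 2.79, and *Slc7a11*, the cystine transporter, at 1.85. Autophagy and lysosome genes had 8 of 17 higher (median 0.50, percentile 100), including *Sqstm1*, the autophagy receptor, at 1.14. Within the inflammation and acute phase list, 3 of 14 were higher and 3 were lower (median 0.42, percentile 99.9): *Lcn2* was at 3.34, *Cxcl5* at 2.36, and *Ccl5* at 1.35, whereas *Ccl2* was at -0.69. The glycolysis and hypoxia list (median 0.28, percentile 99.7, 5 of 17 higher) included *Ndrg1* at 2.03. Interferon response genes had 3 of 7 higher (median 0.33, percentile 97.7).

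The median of the cell cycle list with palmitate was -1.05 at percentile 0, with *Mcm5* at -1.78, the transcription factor *Foxm1* at -1.53, *Aurkb* at -1.48, and *Plk1* at -1.41. Fatty acid oxidation and PPAR targets had 6 of 17 higher and 1 lower (median 0.23, percentile 98.7); *Vnn1* was at 2.34, *Acot2* at 2.26, and *Cpt1a* at 1.71, while *Angptl4*, an inhibitor of lipoprotein lipase, was at -0.83. Fatty acid synthesis genes had 3 of 11 lower (median -0.35, percentile 0.53), with *Fasn*, fatty acid synthase, at 1.99-fold below Control and *Elovl6*, a fatty acid elongase, at a log2 difference of -0.89. TGF-beta targets and matrix genes had 3 of 10 lower and 1 higher (median -0.48, percentile 0.02), and *Ccn2*, a matricellular growth factor, was at -1.99. Proteasome genes had a median of -0.20 (percentile 2.21). The calls of the inflammation, interferon, fatty acid synthesis, TGF-beta, and proteasome lists were each lost under at least 1 alternative. Triglyceride synthesis and lipid droplet genes (median 0.02, percentile 64.1, 6 of 14 higher and 2 lower; their mean of 0.29 did stand apart), LXR targets (-0.25, percentile 10.0), and cholesterol esterification and export genes (-0.05, percentile 49.8) did not stand apart. Genes of SREBP control and cholesterol uptake did not either, with a median of -0.10 and a mean of 0.02 (percentile 27.4).

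Far above Control with palmitate were also *Chchd10*, a mitochondrial protein, at a log2 difference of 3.56, *Arg2* at 3.34, and *Serpina7*, which was 10.6-fold above. Far below were *Sytl5* at -2.75, *Serpinb2* at -2.23, *Arsj* at -2.02, *Tigit* at -1.99, the chemokine *Ccl9* at -1.97, and the linker histone gene *H1f10* at -1.87.

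**Figure D2:**
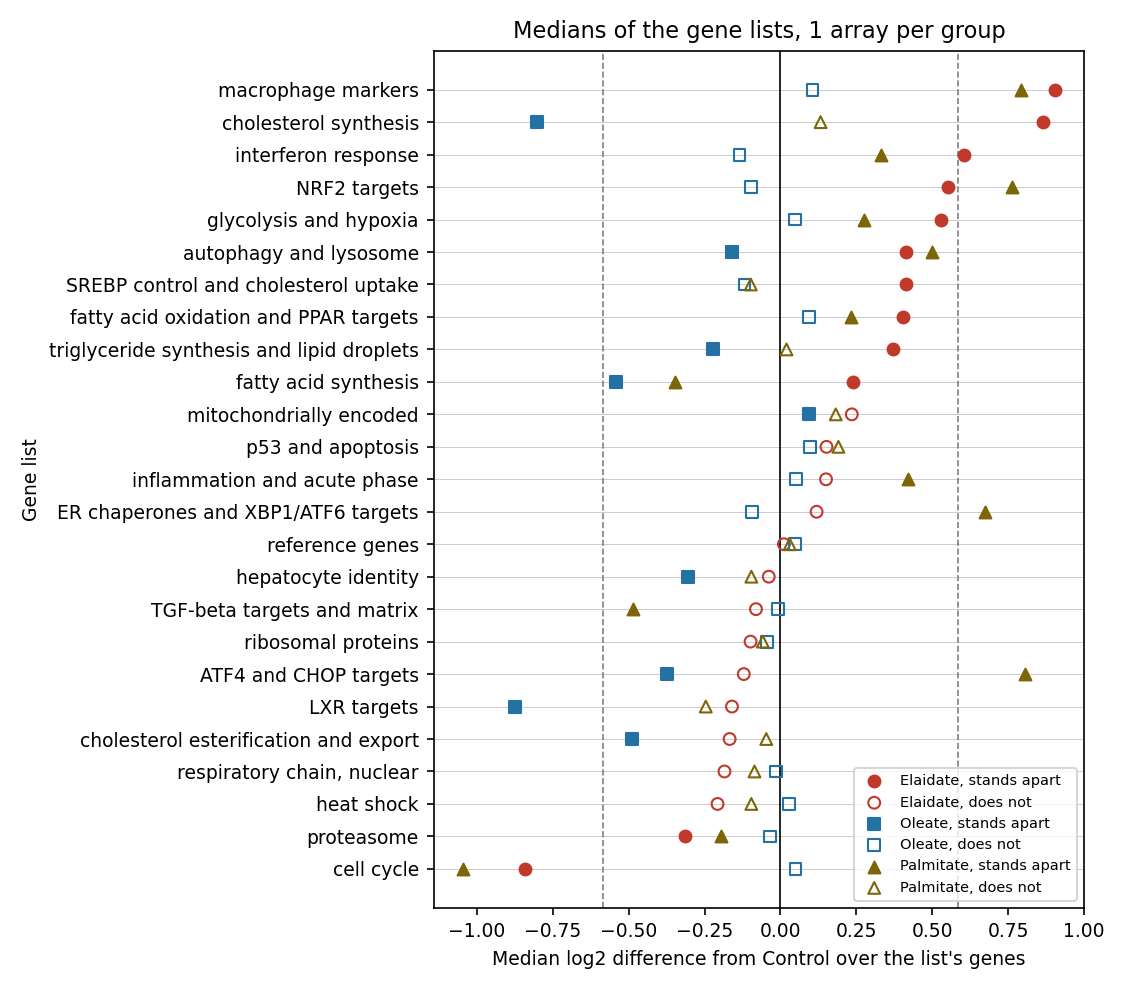
The horizontal axis gives the median log2 difference from Control over the genes of each list (vertical axis), with 1 point per fatty acid and dashed lines at 1.5-fold. Filled points stand apart from random lists matched on expression and open points do not; the cholesterol synthesis medians are 0.86 for elaidate, -0.80 for oleate, and 0.13 for palmitate.

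Elaidate and oleate are geometric isomers with the same chain length and the same position of the double bond, trans in elaidate and cis in oleate, and they were given at the same dose for the same time. They differed in all 16 cholesterol synthesis genes, each of which was higher with elaidate, with a median 3.50-fold above oleate. The largest of these differences were in *Pmvk* (log2 difference 2.59), *Tm7sf2* (2.48), *Lss* (2.15), and *Fdps* (2.14). In 12 of the 16 genes, elaidate was at least 1.5-fold above and oleate at least 1.5-fold below Control, which was the case for 46 of all 9465 genes. *Insig1* differed by 2.08, *Acss2* by 2.28, and *Srebf2* by 0.72. In total, 880 genes were higher and 957 were lower with elaidate than with oleate, or 19.4%.

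Between the isomers, fatty acid synthesis genes had 5 of 11 higher with elaidate (median 0.54, percentile 100.0), including *Fads2* at 2.13 and *Scd1* at 1.89. Triglyceride synthesis and lipid droplet genes had 7 of 14 higher (0.52, percentile 100), with *Lpin1* at 1.78. LXR targets had 3 of 6 higher (0.71, percentile 99.9), with *Abcg1* at 1.64 and *Abca1* at 1.46, and cholesterol esterification and export genes 3 of 5 (0.71, percentile 99.7). Further lists higher with elaidate than with oleate were NRF2 targets (0.66, 8 of 15), interferon response (0.78, 4 of 7), ATF4 and CHOP targets (0.57, 11 of 23 higher and 2 lower), autophagy and lysosome (0.53, 7 of 17), glycolysis and hypoxia (0.49, 7 of 17), fatty acid oxidation and PPAR targets (0.35, 6 of 17), hepatocyte identity (0.28, 3 of 11), and ER chaperones (0.16, 4 of 22). Cell cycle genes were lower in 25 of 28 cases (-0.85, percentile 0), and proteasome (-0.28) and heat shock genes (-0.36, 2 of 9 lower) also stood apart. Genes of SREBP control and cholesterol uptake had 6 of 13 higher, but their median of 0.17 did not stand apart (percentile 93.4), whereas their mean of 0.47 did. The calls of the ER, export, and fatty acid oxidation lists were each lost under at least 1 alternative.

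Single genes that set the isomers furthest apart were *Arg2* and *Serpina7*, both at 3.81, *Lcn2* at 2.77, *Abcd2*, a peroxisomal transporter of very long-chain fatty acids, at 2.72, *Cp* at 2.71, *Fgb*, the fibrinogen beta chain, at 2.67, and *Gsdma* at 2.53. Lower with elaidate than with oleate were *Serpinb2* at -3.18, *Eprn* at -2.59, *Slco1a5*, an organic anion transporter, at -2.29, *Ccl2*, a monocyte chemokine, at -2.08, *Arsj* at -2.03, *Bbs12*, which was 4.01-fold lower, *Psors1c2* at -1.95, and *Rgs16* at -1.95.

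Elaidate and palmitate differed in fewer genes: 242 were higher and 333 were lower with elaidate, or 6.08%, against 8.30% at or below the signal limit. After median centering the split was 280 higher and 292 lower, and after the lowess correction 282 and 290. Cholesterol synthesis genes were higher with elaidate in 11 of 16 cases (median 0.92, percentile 100), with *Tm7sf2* at 1.33 and *Nsdhl* at 1.17. ER chaperones and XBP1/ATF6 targets were lower with elaidate in 12 of 22 cases (-0.63, percentile 0) and ATF4 and CHOP targets in 15 of 23, with 2 higher (-0.68, percentile 0); *Ddit3* differed by -2.83. Fatty acid synthesis genes were higher in 5 of 11 cases (0.56, percentile 100). Cell cycle genes were less low with elaidate than with palmitate (0.26, percentile 100, 5 of 28 past 1.5-fold). The median of NRF2 targets was -0.31 (percentile 0.01), with 2 of 15 lower. TGF-beta targets (0.37), triglyceride synthesis and lipid droplet genes (0.24), genes of SREBP control (0.14), the glycolysis and hypoxia list (0.12), and proteasome genes (-0.16) also stood apart, and the calls of the SREBP control and glycolysis lists were lost under alternatives. Palmitate and oleate differed in 1004 genes that were higher and 860 that were lower with palmitate, or 19.7%. All 16 cholesterol synthesis genes lay above oleate with palmitate, 13 of them past 1.5-fold (median 0.81). In each of these 16 genes the order was elaidate above palmitate above oleate. ER chaperones were higher with palmitate than with oleate in 15 of 22 cases (0.86) and cell cycle genes were lower in 25 of 28 (-1.18). ATF4 and CHOP targets were higher in 17 of 23 cases (1.04), NRF2 targets in 11 of 15 (0.93), autophagy and lysosome genes in 11 of 17 (0.67), and LXR targets in 4 of 6 (0.66).

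**Figure D3:**
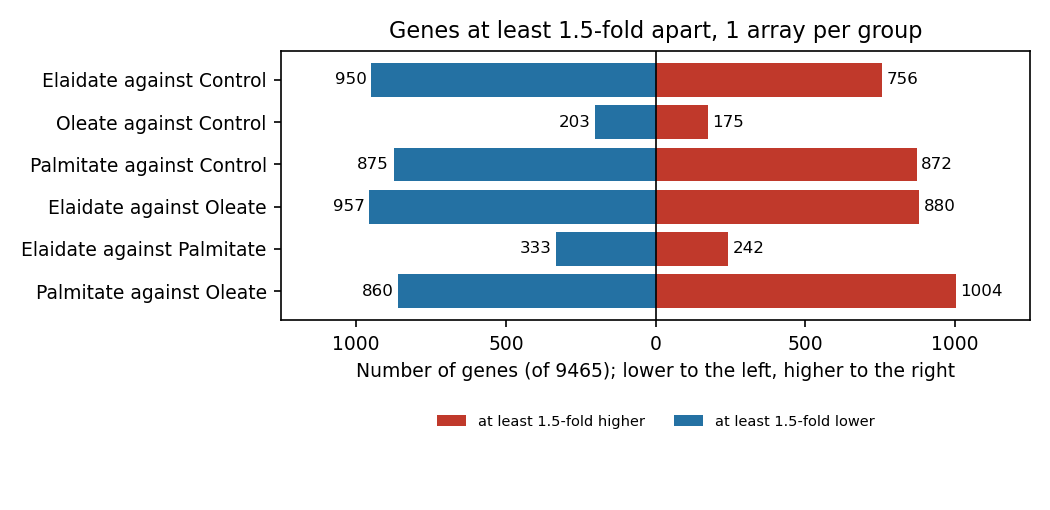
Bars give the number of genes of 9465 that were at least 1.5-fold higher (right) or lower (left) in each of the 6 comparisons (vertical axis), with 1 array per group. Oleate against Control has 175 and 203 genes and elaidate against palmitate 242 and 333, fewer than the other 4 comparisons.

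Across genes, the log2 differences of elaidate and palmitate from Control correlated with an r of 0.784. Genes are not independent replicates, and both differences share the Control array, which alone gave an r of 0.481 to 0.519 in simulated unchanged arrays. The covariance was 0.179, against 0.0354 in the simulation. Both fatty acids were higher in the same 492 genes and lower in the same 513, where independent lists would share 69.6 and 87.8 and the simulation gave 33.0 and 31.6. In simulated data with the same noise, 3.16% of unchanged genes were called, against 18.0% with elaidate and 18.5% with palmitate here. The simulated overlaps thus come from smaller lists and are no baseline for these numbers. No gene was higher with elaidate and lower with palmitate, and 3 were the reverse. With 1 Control array it could not be split, so part of the excess may come from that array. Differences that share no array still correlated: elaidate minus oleate with palmitate minus Control at 0.659. The difference of oleate from Control correlated with that of elaidate at 0.137 and with that of palmitate at 0.126, where the simulation gave 0.501. The simulated arrays had equal noise, which by itself sets r near that value. Here the differences of elaidate and palmitate from Control spread more widely than that of oleate, which lowers r. The covariances were 0.0171 and 0.0164, against 0.0355 simulated. That noise was taken from the oleate and Control arrays and also holds any real effect of oleate. The simulated values are thus no baseline for these correlations and covariances.

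**Figure D4:**
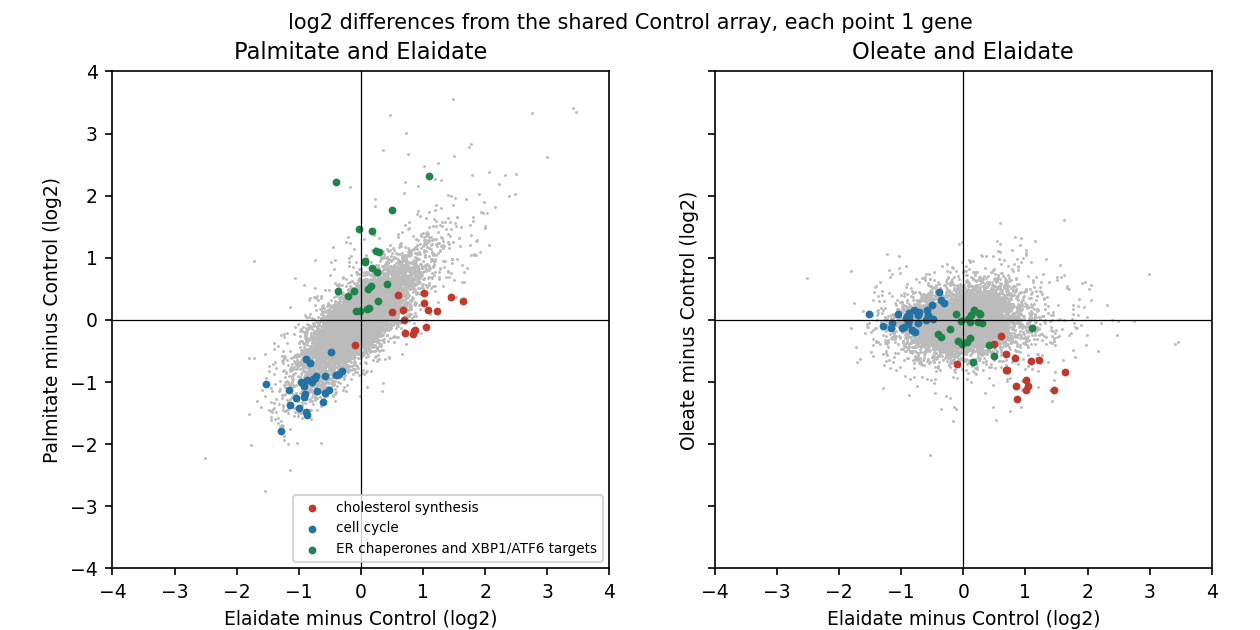
Each point is 1 gene, placed by its log2 difference of elaidate from Control (horizontal axis) and of palmitate (left) or oleate (right) from Control (vertical axis). Colored genes are 3 of the lists; r over all genes is 0.784 on the left and 0.137 on the right, and all differences share the Control array.

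The medians of the reference genes were 0.01 with elaidate, 0.05 with oleate, and 0.03 with palmitate, and none of the 11 was past 1.5-fold. Ribosomal protein genes (-0.10, -0.04, and -0.06), nuclear genes of the respiratory chain (-0.18, -0.02, and -0.09), heat shock genes (-0.21, 0.03, and -0.10), and p53 and apoptosis genes (0.15, 0.10, and 0.19) did not stand apart in these 3 comparisons, in the same order. As means, heat shock genes with elaidate (-0.36) and p53 and apoptosis genes with elaidate (0.35) and palmitate (0.28) did. Neither did proteasome genes with oleate (-0.03), interferon response genes with oleate (-0.14), or TGF-beta targets with elaidate (-0.08) and oleate (-0.01). Inflammation and acute phase genes had 5 of 14 higher and 1 lower with elaidate (median 0.15, mean 0.37) and 2 higher with oleate (median 0.05, mean 0.15), and their medians did not stand apart while their means did. Mitochondrially encoded genes did not with elaidate (0.24) and palmitate (0.18). Hepatocyte identity genes had medians of -0.04 with elaidate and -0.10 with palmitate, with means of 0.22 and 0.05, and did not stand apart. Of the 25 hepatocyte genes with a named probe set, 11 passed the signal filter. Of the markers of other cell types, none of 9 endothelial and 2 of 11 stellate cell and fibroblast markers passed the signal filter, too few to describe as lists. Macrophage markers passed in 3 of 12 cases. *Cd14* and *Cd68* were higher with elaidate (1.02 and 0.90) and palmitate (0.79 and 1.70), while *Csf1r* differed by 0.03 and -0.26. The median of this list stood apart with elaidate (0.90) and palmitate (0.79) and not with oleate (0.11), and with no signal filter it did not stand apart with elaidate or palmitate.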

Values the study reported

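For Hepa1-6 cells the study stated a total of 24 973 probe sets, of which 10 379 genes had a mean signal >20. At a fold change above 1.5, it counted 31 genes that elaidate induced both in these cells and in 3T3-L1 adipocytes. Of those 31 genes, 11 belonged to the mevalonate and cholesterol synthesis pathway.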

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

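The values that weigh explanations in this part were chosen after the results were seen; the comparisons and the lowess correction they come from were fixed earlier. The cholesterol synthesis genes moved in opposite directions with the 2 isomers: their median log2 difference from Control was 0.86 with elaidate and -0.80 with oleate. With 1 array each, the difference was not tested. A Control array that alone stood apart would move both the same way and leave the isomers alike, but elaidate and oleate differed by 1.81. This difference follows from the 2 medians above, so it is not a separate test. A trend with signal is argued against, since the difference between the isomers was 1.85 after the lowess correction. Something shared by the elaidate and palmitate arrays would, as the only cause, leave those 2 alike, but they differed by 0.92. It may still hold a part, since palmitate lay above oleate by a median of 0.81, with 13 of 16 genes past 1.5-fold. These values too come from the same arrays and genes as the pattern, so they are not a separate test. Variation between unreplicated cultures stays open on these arrays. By quantitative PCR in the same cell line, the paper reported cholesterol synthesis genes higher with elaidate and lower with oleate. It does not state whether that RNA came from the cultures pooled here. The paper described similar effects of elaidate in human Huh7 hepatoma cells, and more activated SREBP1 and SREBP2 protein with elaidate in Hepa1-6 cells. Its reporter assay in HEK293 cells gave more SREBP2 processing with elaidate and less SREBP2 activity with oleate. The paper also reported that silencing of SREBP1, SREBP2, or SCAP removed the elaidate induction, and proposes that SREBP2 mediates it. The arrays hold no silenced cells and cannot test that. As a hypothesis, the pattern may reflect sterol-regulated transcription through SREBP: 7 SREBP targets outside the list had a median difference between elaidate and oleate of 1.13. Against Control, these targets had a median of 0.41 with elaidate (2 of 7 higher) and of -0.80 with oleate (4 of 7 lower). The values of several of them, among them *Insig1*, *Acss2*, and *Fads2*, had been seen before they were chosen, so this is not an independent test. *Acss2*, *Fads1*, and *Fads2* also belong to the fatty acid synthesis list, which was lower with oleate too (median -0.54), so these targets do not single out sterol regulation. LXR targets were also lower with oleate (4 of 6, median -0.87) and did not stand apart with elaidate (-0.16), which this hypothesis does not account for.

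Cell cycle genes were lower with elaidate and palmitate and not with oleate. A Control array that alone stood apart would leave elaidate and oleate alike, but they differed by a median of -0.85. This value follows from the pattern that was picked, so it is not a separate test. A trend with signal is argued against by a median of -0.78 between elaidate and Control after the lowess correction. Handling or cell density shared by the elaidate and palmitate cultures cannot be told apart from a shared response: elaidate minus oleate and palmitate minus Control, which share no array, correlated at 0.659, and both explanations give this. As a hypothesis, fewer cells may have been in S phase, since 15 replication-dependent histone genes had a median of -0.91 between elaidate and Control. That group was chosen after *H2bc9* had been seen among the lowest genes, so this too is not independent. The same histone genes were also low with oleate (median -0.21, percentile 0.36), where cell cycle genes did not stand apart, which this hypothesis does not account for.

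Zinc-finger genes were noticed among the genes higher with oleate, and the rule that defines them by symbol was narrowed once after their number had been seen. They were 19 of the 175 genes higher with oleate than in Control (10.9%), and 217 (2.29%) of all genes above the filter. Their share of the genes higher was 3.90% with palmitate (34 genes) and 3.17% with elaidate (24 genes), and the difference in share was not tested. Random sets matched on mean expression held at most 17 genes higher with oleate, and sets matched on gene span at most 12. Since the family was picked for its number, these do not decide whether low signal or gene span explains it. Whether the Control array alone stood apart cannot be told apart from a shared response: these genes were picked by their difference from the same Control, and their median was 0.59 with elaidate and 0.66 with palmitate. Probes shared between members of this large family stay open, as probe sequences were not used here.

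Probe sets without a gene in the annotation used here were left out of the comparisons, and many of them lay apart between arrays. Of the 3366 with a mean signal above 20, 25.9% lay at least 1.5-fold apart between elaidate and Control, 19.0% between oleate and Control, and 27.2% between palmitate and Control. Among named genes above the same limit these shares were 18.0%, 3.99%, and 18.5%. Noise of these probe sets was not tested and stays open, in particular for oleate and Control, the 2 most alike arrays.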

How the results depend on the processing

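Numbers of genes are given as higher and lower. They stayed within 1.5 times of the values above under centering, the lowess correction, and the highest of the 4 signals above 20. The same held for the mean over a gene's probe sets and for protein-coding genes only, which were both added after the data were seen. With no filter, and so over 22180 genes, they were 1348 and 1533 for elaidate against Control, 733 and 735 for oleate, 1511 and 1429 for palmitate, 1532 and 1550 for elaidate against oleate, 763 and 867 for elaidate against palmitate, and 1673 and 1454 for palmitate against oleate. At 2-fold they were 215 and 171, 22 and 29, 237 and 231, 305 and 200, 26 and 61, and 313 and 281, in that order. A mean signal above 50 gave 89 and 117 for oleate and 210 lower for elaidate against palmitate, and log2(linear signal + 16) gave 80 and 83 for oleate and 116 and 173 for elaidate against palmitate. Under these 2 settings the numbers of the other 4 comparisons stayed within 1.5 times. The lowess correction moved the share of higher among the calls from 44.3% to 53.5% for elaidate, from 46.3% to 58.7% for oleate, and from 47.9% to 52.2% for elaidate against oleate, so these splits do not hold a direction. Of the 79 list medians that stood apart, 60 did so under all alternatives, including cholesterol synthesis in 5 comparisons, the cell cycle with elaidate and palmitate, and the ER and ATF4 lists with palmitate. In the following, a fatty acid named alone is against Control. With no filter the call was lost for SREBP control (elaidate against palmitate 0.14), cholesterol export (elaidate against oleate 0.17), LXR targets (oleate -0.20), fatty acid synthesis (palmitate -0.19), fatty acid oxidation (elaidate against oleate 0.14), ER chaperones (elaidate against oleate 0.16), inflammation (palmitate 0.16), glycolysis and hypoxia (elaidate against palmitate 0.10), TGF-beta targets (palmitate -0.21), proteasome (palmitate -0.18), mitochondrially encoded genes (oleate 0.0924), and macrophage markers (elaidate 0.16, palmitate 0.18, elaidate against oleate 0.0101). Macrophage markers of palmitate against oleate turned from 0.85 to -0.0398 as more members entered. Lists that stood apart without a filter but not with it were LXR targets (palmitate -0.28), fatty acid synthesis (palmitate against oleate 0.22), fatty acid oxidation (oleate 0.0931, palmitate against oleate 0.21), TGF-beta targets (palmitate against oleate -0.21), and macrophage markers (oleate 0.25). As means over members, the call was lost for fatty acid synthesis (elaidate 0.15), proteasome (palmitate -0.16), autophagy and lysosome (oleate -0.12), and macrophage markers (elaidate against oleate 0.51, palmitate against oleate 0.61). Means stood apart where medians did not for SREBP control (oleate -0.17, elaidate against oleate 0.47), lipid droplets (palmitate 0.29), fatty acid oxidation (palmitate against oleate 0.50), ER chaperones (oleate -0.15), inflammation (elaidate 0.37, oleate 0.15, palmitate against oleate 0.41), p53 and apoptosis (elaidate 0.35, palmitate 0.28), TGF-beta targets (palmitate against oleate -0.34), hepatocyte identity (elaidate against palmitate 0.17), and heat shock (elaidate -0.36). Against unmatched random lists, which leave the median as it is, the call was lost for SREBP control (elaidate against palmitate 0.14), fatty acid synthesis (elaidate 0.24), ER chaperones (elaidate against oleate 0.16), interferon response (palmitate 0.33), glycolysis and hypoxia (elaidate against palmitate 0.12), proteasome (palmitate -0.20), and mitochondrially encoded genes (oleate 0.0924). Above a signal of 50 it was lost for cholesterol export (elaidate against oleate 0.45), fatty acid synthesis (elaidate 0.10), and ER chaperones (elaidate against oleate 0.14), and gained for inflammation (oleate 0.22), p53 and apoptosis (elaidate 0.25, oleate 0.15), hepatocyte identity (elaidate against palmitate 0.20), heat shock (elaidate against palmitate -0.20), and mitochondrially encoded genes (elaidate 0.24). After the lowess correction it was lost for fatty acid synthesis (elaidate 0.25), ER chaperones (elaidate against oleate 0.18), and mitochondrially encoded genes (oleate 0.0891), and gained for hepatocyte identity (elaidate against palmitate 0.17), heat shock (elaidate against palmitate -0.18), and respiratory chain genes (elaidate -0.19). With log2(linear signal + 16) it was lost for interferon response (palmitate 0.27) and gained for fatty acid oxidation (oleate 0.0917) and p53 and apoptosis (oleate 0.0965). The mean over probe sets lost cholesterol export (palmitate against oleate 0.44), fatty acid synthesis (elaidate 0.24), ER chaperones (elaidate against oleate 0.16), and interferon response (palmitate 0.33), and gained SREBP control (elaidate against oleate 0.23), fatty acid oxidation (oleate 0.0931), p53 and apoptosis (oleate 0.0973), and hepatocyte identity (elaidate against palmitate 0.25). Protein-coding genes alone lost SREBP control (elaidate against palmitate 0.14) and fatty acid synthesis (elaidate 0.24) and gained fatty acid oxidation (oleate 0.0931). Apart from the lists that gained or lost members, the cause was not tested. Correlations with no filter were 0.309 for elaidate with oleate, 0.298 for oleate with palmitate, 0.432 for elaidate minus oleate with palmitate, and 0.432 for elaidate with palmitate minus oleate. Above a signal of 50, elaidate with oleate had 0.0887. Elaidate minus palmitate with oleate, at 0.00798, stayed near 0 throughout: 0.00145 with no filter, -0.00905 above a signal of 50, 0.00442 after the lowess correction, and -4.12e-07 for protein-coding genes. At 2-fold, elaidate and palmitate shared 130 higher and 89 lower genes, and 8 were higher with elaidate and lower with oleate. Values of single named genes kept their side of 1.5-fold in 1489 cases, dropped below it in 24, passed it in 5, and never reversed.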

Other observations

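The gene groups of this and the next paragraph were chosen after the data were examined, as were the counts of genes apart from all other arrays, whose lists were fixed earlier. Genes of ribosome biogenesis were lower with elaidate: 22 of 33 were at least 1.5-fold below Control, none was above, and the median of -0.70 lay at percentile 0 of matched random lists. *Rrp9*, a protein of pre-ribosomal RNA processing, differed by -1.37, *Rrp12* by -1.25, and *Dkc1*, dyskerin, by -1.06. With palmitate 8 were lower (median -0.45, percentile 0) and with oleate none was (-0.03, percentile 34.2). Elaidate lay below palmitate by a median of -0.33 (percentile 0). The medians of cytosolic aminoacyl-tRNA synthetase genes lay on both sides of Control, though few members passed 1.5-fold. They were -0.28 with elaidate (percentile 0.55, 2 of 18 lower), -0.23 with oleate (percentile 0, none lower), and 0.20 with palmitate (percentile 98.8, 1 higher and 1 lower). The mean with palmitate was 0.07.

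Of 44 complement and coagulation genes, many of which hepatocytes secrete, 13 passed the signal filter and the others were not described. The filter uses the mean of all 4 arrays, so genes raised by a fatty acid pass it more easily. These genes were higher with elaidate in 9 of 13 cases (median 0.78, percentile 100) and with palmitate in 7 (0.65, percentile 100). With oleate 3 were lower (-0.28, percentile 0.15). *C1s1*, a complement protease, differed by 1.83 with elaidate and 1.06 with palmitate, and *Serpind1*, heparin cofactor, by 2.63 with palmitate. Replication-dependent histone genes were lower in 11 of 15 cases with elaidate (median -0.91, percentile 0), in 10 with palmitate (-1.05, percentile 0), and in 3 with oleate, where they also stood apart (-0.21, percentile 0.36). Vesicle coat and Golgi transport genes did not stand apart from Control with elaidate (0.03), oleate (-0.02), or palmitate (0.12, percentile 97.0, 4 of 33 higher). In total, 48 genes were higher and 20 were lower with all 3 fatty acids than in Control, and 9 of the 48 were zinc-finger genes. The fatty acids were bound to albumin, whereas the study's methods name only ethanol and KOH for the vehicle. Whether the Control medium also held albumin is not stated outright, so these genes may also reflect that difference. Noise of the 1 Control array, which all 3 comparisons share, would give such genes as well, and their number under noise alone was not simulated.

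With elaidate 70 genes were at least 1.5-fold higher than on each of the 3 other arrays, 11 of them of cholesterol synthesis. With oleate 97 were lower, 11 of them also of cholesterol synthesis. With palmitate 114 were higher, 10 of them ER chaperones and XBP1/ATF6 targets and 9 ATF4 and CHOP targets.

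The table analysed here held 41345 probe sets. That is higher than the value quoted from the study above. The numbers are of unlike kinds: transcript clusters here, and probe sets redefined per Entrez gene on another version of the array in the study.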
